A study of Neurospora crassa with 12 samples.

How the data were processed

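The data were messenger RNA counts from 3 strains of the filamentous fungus Neurospora crassa, with 4 libraries per strain and 12 libraries in all. Per the labels' protocols, mycelium was grown with shaking for 16 h at 32 °C in Vogel's minimal medium with 1.5% sucrose, total RNA was extracted with acid phenol, and 10 µg of it was cleaned on a column. Polyadenylated RNA was then selected on magnetic beads, libraries were made with a directional kit, and single reads of 118 nt were sequenced, per the labels. Libraries were grouped by the strain in their titles, and replicates were named by the number in their titles. The numbers in the names of the deposited files differ from those in the titles for some libraries and served only for a check of pairing.

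The authors deposited 1 table of raw read counts per gene for each library, per the labels. The names of the deposited files say that the counts rest on hisat2 alignments and were made without regard to strand. The 5 closing entries of each deposited count table are of the kind that htseq-count writes. The versions, the counting options, the genome build and the annotation are not given in the sources used here. Because counting ignored strand although the library kit was directional, reads from antisense or overlapping transcripts can be credited to the wrong gene or set aside as ambiguous. Values of overlapping genes are therefore uncertain, and so are those of genes with near-identical copies.

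Each table listed 9730 genes. The 5 entries that name no gene were left out of library sizes and tests. Reads outside any counted gene took 3.62% to 36.8% of the entries of a library, reads ambiguous between genes took 1.78% to 3.01%, unaligned reads took 6.25% to 19.6%, and reads aligned to several places took 0.0805% to 0.251%. Of the 9730 gene identifiers, 9729 were found in the RefSeq gene table of assembly NC12, and 1118 had a symbol of their own there. The build behind the counts is not named, so this table served for symbols and for which genes neighbour each other, and no coordinates are printed.

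Library totals in genes ran from 7164944 to 23925695. Levels are given in CPM, the standard unit in edgeR for a gene's counts relative to its library total, and were computed here from the deposited raw counts with TMM-scaled totals. Genes were kept by edgeR's filterByExpr with strain as the group, which left 8496. Differences were tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood F-test (glmQLFit and glmQLFTest). All 12 libraries entered a single fit with 1 mean per strain, no covariate and a shared estimate of spread with 9 residual degrees of freedom. P values were two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Differences in library measures were tested with exact two-sided permutation tests. With 4 libraries against 4, the smallest p such a test can give is 0.0286. Confidence intervals are exact 95% intervals and, like the floor of 3 counts over a strain, cover counting error alone, since reads without molecular identifiers are not independent molecules.

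These choices were made before the data were examined, with the rule for the genes named in the text. For each mutant against WT, the rule took the 5 largest rises and the 5 largest falls in log2 fold change among genes with an adjusted p under 0.05, a mean of at least 5 CPM over the 12 libraries, and every library of a strain above every library of the other. It added dim-5, the mating type A genes, called genes of a fixed list of 20 heterochromatin genes, and up to 10 genes whose transcripts were missing from the deletion strain. A transcript counted as missing from a strain when it had at most 3 counts over the 4 libraries and at least 5 counts in each library of the strain it was compared with. Of the 20 heterochromatin genes, rid, ash-1, eed and suz12 were not found by symbol, which left 16. Gene sets by genome position, and offsets for GC content and gene length, were planned but not analysed here, since no reference genome was at hand. The planned set of genes on linkage group II would not have needed it.

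The alternatives planned before the data were examined were DESeq2's size factors (RLE), library totals alone and upper-quartile factors as scalings, DESeq2 1.42.0 and limma-voom (limma 3.58.1) as tools, no filter and a filter at a mean of 5 CPM, a fit of the compared strains alone, an adjusted p under 0.01, thinning of every library to 7164944 counts, leaving out each library in turn, the replicate number as a block, and leaving out the 20 genes with the most counts. Added after the data had been seen were the share of reads outside genes as a covariate, separate WT libraries for each mutant, and 10000 shuffles of the Δdim-5 calls within groups of genes of like expression.

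The comparisons against WT share their control libraries. Their correlation and overlap were therefore set beside 40 simulated data sets in which no strain differed, and 40 in which the mutants' changes were placed independently. Lists of 14 asexual spore formation genes and 12 sexual development genes, written after the counts had been looked at but before the lists were tested, were tested with fry and camera from limma. The count tests were tested on simulated data with 200 changed genes. In the simulated comparison of ΔLGIIK9het25 with WT, on 8208 genes, edgeR recovered 87% of the genes changed 4-fold and 51% of those changed 2-fold, with 4 false calls. In the simulated comparison of Δdim-5 with WT, on 8213 genes, it recovered 88% and 40%, with 1 false call. The set tests were tested on 50 simulated lists of 12 genes raised 2-fold and 50 unchanged lists, in the comparison of ΔLGIIK9het25 with WT on 8496 genes. At an unadjusted p under 0.05, fry passed 50 of the raised and 2 of the unchanged lists, and camera with an estimated correlation passed 50 and 0. The simulated genes had a mean of at least 5 CPM and varied independently of each other. The real lists had estimated correlations between genes of 0.0546 (sexual development) and 0.324 (asexual spore formation). The rate of false calls for correlated lists was thus not measured.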

Results

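Transcript levels were measured by polyA RNA-seq in mycelium of 3 strains of Neurospora crassa, a filamentous fungus. The strains were the wild type N150 (WT), strain NKL2, which is labelled as lacking the heterochromatic region LGIIK9het25 (ΔLGIIK9het25), and strain N3944, which is labelled as a dim-5 deletion (Δdim-5). The gene dim-5 encodes the histone methyltransferase that places H3K9me3, the mark of constitutive heterochromatin, and the study's description gives its deletion as a complete loss of that mark. Each strain had 4 libraries. WT and ΔLGIIK9het25 are labelled as mating type A, and Δdim-5 carries the mating type label "mat x".

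Reads counted in genes averaged 9767263 ± 2391163 per library in WT (SD, n = 4), 12526974 ± 3108674 in ΔLGIIK9het25 and 17221565 ± 5788937 in Δdim-5. From replicate 1 to replicate 4, the totals were 11029306, 7164944, 12423603 and 8451199 in WT. They were 12295600, 8518301, 16039760 and 13254237 in ΔLGIIK9het25, and 10920478, 14208897, 19831190 and 23925695 in Δdim-5. By exact permutation tests against WT these totals gave p = 0.2 for ΔLGIIK9het25 and p = 0.0857 for Δdim-5 (adjusted p = 0.356 and 0.304 over 16 tests of library measures by the Benjamini-Hochberg method). Reads outside genes made up 19.4% ± 12.2 of a WT library, 14.1% ± 12.4 in ΔLGIIK9het25 and 5.52% ± 1.64 in Δdim-5. All 4 Δdim-5 libraries had a lower share than any WT library (exact permutation p = 0.0286, adjusted p = 0.229). Replicate 2 of WT and replicate 2 of ΔLGIIK9het25 had the highest shares, at 36.8% and 31.9%. The number of genes with at least 1 count was 9058 ± 97.8 in WT and 9264 ± 55.9 in ΔLGIIK9het25, with no overlap (exact permutation p = 0.0286, adjusted p = 0.229). It was 9341 ± 142 in Δdim-5, which overlapped WT (exact permutation p = 0.0571, adjusted p = 0.304).

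Across the 8496 tested genes, Pearson's r of log2 CPM between libraries of a strain ran from 0.948 to 0.987, and between strains from 0.883 to 0.959. These values are across genes, which are not independent replicates. No pair of libraries differed by as little as sampling noise, the smallest chi-square per degree of freedom being 20.48, so all 12 were kept as separate replicates. The first principal component held 38% of the variance and separated Δdim-5 from the other strains. The second held 18.9% and separated ΔLGIIK9het25 from WT. The third, with 10.9%, did not follow the strains. The spread between replicates was similar in the strains, with biological coefficients of variation of 29.3% in WT, 28.2% in ΔLGIIK9het25 and 31.1% in Δdim-5.

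**Figure D1:**
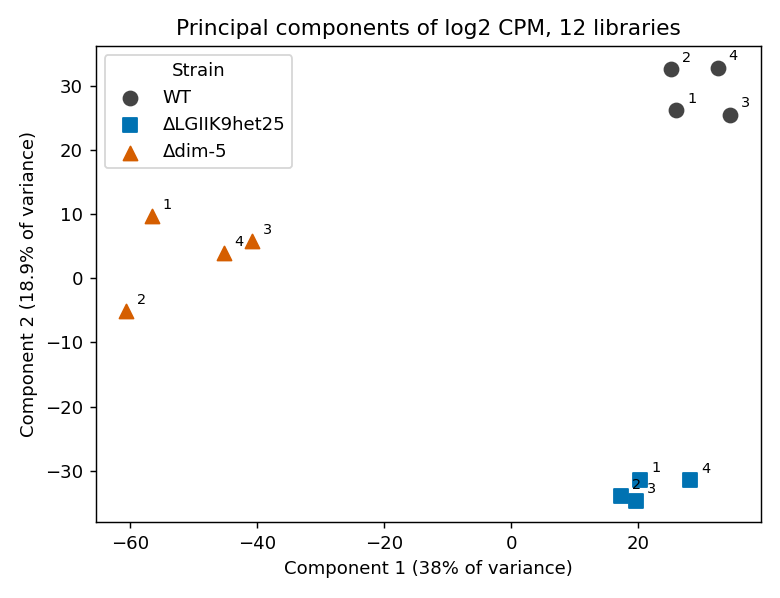
Positions of the 12 libraries on the first and second principal components of log2 CPM over the 8496 tested genes, in arbitrary units, with the share of variance on each axis. Each point is a library, its symbol and colour give the strain, and the digit beside it is the replicate number. The 4 libraries of each strain lie together, Δdim-5 apart on the first component (38%) and ΔLGIIK9het25 on the second (18.9%).

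The targeted gene was read first. The dim-5 gene (NCU04402) had 7.3 ± 0.737 CPM in WT, 7.21 ± 1.07 CPM in ΔLGIIK9het25 and 0.0335 ± 0.0403 CPM in Δdim-5 (SD, n = 4). The 4 Δdim-5 libraries held 3 dim-5 counts in all, against 297 in WT, a pooled ratio of 166 with a 95% counting interval of 56.3 to 810. In edgeR the log2 fold change against WT was -7.11 (SE 0.442, adjusted p = 2.94e-07). In ΔLGIIK9het25 the dim-5 level did not differ from WT (log2 fold change -0.02, SE 0.279, adjusted p = 0.985). For the deleted region the counts gave no such check. No gene had at most 3 counts over the ΔLGIIK9het25 libraries while having at least 5 in each WT library. In Δdim-5 the same rule found 3 genes, namely dim-5, NCU00976 and NCU17277. NCU00976 had 3 counts against 44 in WT, a ratio of 24.6 with a counting interval of 7.89 to 124. NCU17277 had 0 counts against 129 in WT, which at a floor of 3 counts over the strain is at least 72.1-fold lower. Run the other way, the rule found 30 genes missing from WT but present in ΔLGIIK9het25. It found 28 missing from WT but present in Δdim-5. A transcript missing by this rule is therefore not in itself a sign of a deletion.

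The comparison of ΔLGIIK9het25 with WT asked what loss of the heterochromatic region changes in transcript levels. Of 8496 genes, 367 were called in edgeR at an adjusted p under 0.05, 262 of them higher and 105 lower in the mutant. DESeq2, the alternative that moved this count by the most genes, called 645, and at a stricter adjusted p under 0.01, the largest move as a ratio, 154 were called. The count also rested on single libraries, being 216 without WT replicate 4, 221 without ΔLGIIK9het25 replicate 3 and 244 without ΔLGIIK9het25 replicate 4. The falls moved most. In place of 105 there were 55 and 37 without WT replicates 3 and 4, and 68, 33 and 37 without ΔLGIIK9het25 replicates 1, 3 and 4. With all libraries kept, there were 217 falls with DESeq2 and 23 at an adjusted p under 0.01. At least 2-fold changes were found for 301 called genes, 243 higher and 58 lower. In place of these 58 falls there were 37 and 27 without WT replicates 3 and 4, and 24 and 27 without ΔLGIIK9het25 replicates 3 and 4. Of the 243 rises, 111 (45.7%) had a WT mean under 1 CPM, a share that the choice of genes for a rise itself favours. Groups of libraries without overlap were found for 988 tested genes (11.6%), where chance gives 2.86%.

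Among the genes named by the fixed rule, NCU07433 rose most, from 0.286 ± 0.302 CPM in WT to 44.2 ± 6.39 CPM in ΔLGIIK9het25 (SD, n = 4). Its log2 fold change was 7.17 (SE 0.476, adjusted p = 9.53e-06 in edgeR). NCU09147 rose from 0.634 ± 0.722 to 60.6 ± 14.8 CPM and NCU08969 from 0.59 ± 0.302 to 42.7 ± 6.18 CPM. NCU04547 rose from 0.369 ± 0.321 to 20.3 ± 5.94 CPM and NCU02593 from 0.336 ± 0.369 to 16.9 ± 4.4 CPM. The adjusted p of these 4 genes lay between 1.18e-05 and 0.000191. The falls were smaller. NCU00995 fell from 572 ± 153 to 102 ± 18.3 CPM (log2 fold change -2.48, SE 0.225, adjusted p = 4.87e-05), and NCU08193 from 134 ± 81.1 to 38.2 ± 8.79 CPM (log2 fold change -1.81, SE 0.345, adjusted p = 0.00882). The other 3 falls held less firmly. NCU09648 went from 580 ± 457 to 108 ± 42.4 CPM (adjusted p = 0.0264), NCU07133 from 19.4 ± 19 to 3.63 ± 0.632 CPM (adjusted p = 0.0342) and NCU09992 from 108 ± 42.4 to 33.1 ± 13.2 CPM (adjusted p = 0.0291). NCU09648 lost its call without WT replicate 3, WT replicate 4 or any ΔLGIIK9het25 replicate, with adjusted p from 0.0509 to 0.0824. NCU07133 lost its call without the same libraries, with adjusted p from 0.0738 to 0.0973. NCU09992 lost its call without WT replicate 2, 3 or 4 or ΔLGIIK9het25 replicate 1, 3 or 4, with adjusted p from 0.056 to 0.0917. Other settings removed calls as well. In a fit of the compared strains alone, NCU09648 had an adjusted p of 0.0607 and NCU07133 of 0.0898. NCU07133 also lost its call with limma-voom (0.177), with all libraries thinned to the smallest total (0.0597) and with a filter at a mean of 5 CPM (0.0531). With the replicate number as a block, NCU07133 had an adjusted p of 0.0912 and NCU09992 of 0.0605. Over all alternatives run, the adjusted p ranged from 0.00011 to 0.0824 for NCU09648, from 0.000552 to 0.177 for NCU07133 and from 0.000852 to 0.0917 for NCU09992, lowest with DESeq2 in each case.

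**Figure D2:**
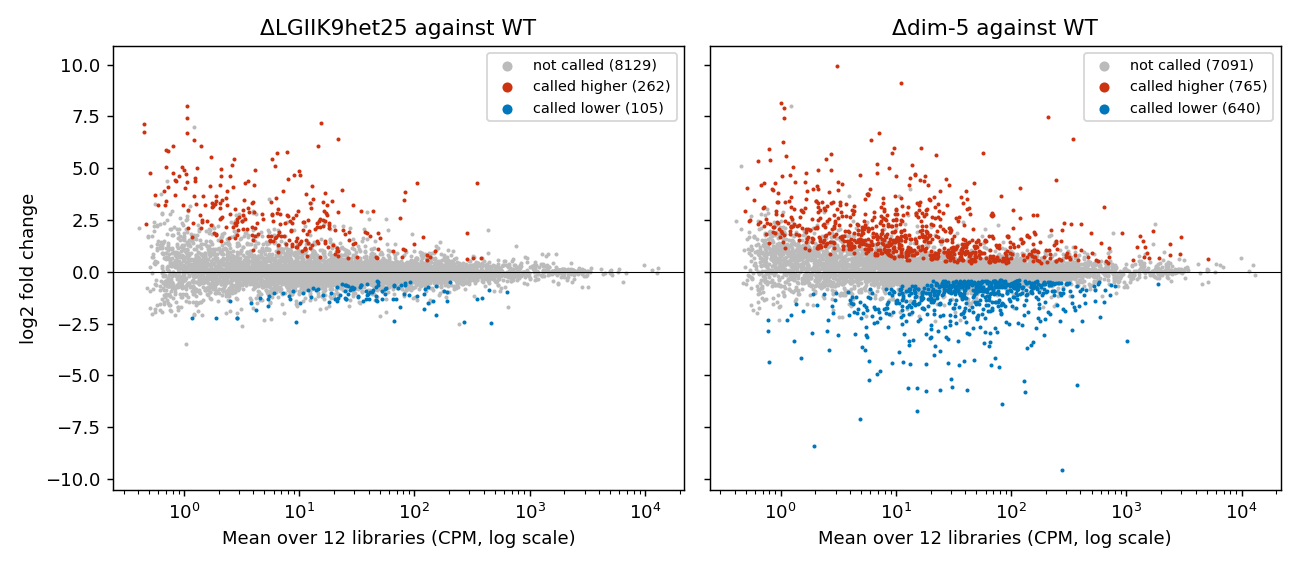
Log2 fold change of each of the 8496 tested genes (vertical axis) against its mean CPM over the 12 libraries (horizontal axis, log scale), for ΔLGIIK9het25 (left) and Δdim-5 (right), each against WT. Each point is a gene, coloured where the adjusted p was under 0.05. In ΔLGIIK9het25 262 genes were called higher and 105 lower, and in Δdim-5 765 and 640.

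The comparison of Δdim-5 with WT asked what loss of the methyltransferase, and so of H3K9me3, changes. In edgeR 1405 of 8496 genes were called, 765 higher and 640 lower, and 687 at an adjusted p under 0.01. With library totals alone as the scaling, the balance turned, with 652 higher and 756 lower. At least 2-fold changes were found for 927 called genes, 587 higher and 340 lower. Of the 587 rises, 161 (27.4%) had a WT mean under 1 CPM, which the choice of genes favours here too. Groups without overlap were found for 1725 tested genes (20.3%), where chance gives 2.86%.

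NCU06476 rose most among the genes the rule named. It had 2 counts over the WT libraries and 2123 over the Δdim-5 libraries, a pooled ratio of 633 with a counting interval of 175 to 5230 (adjusted p = 5.56e-07 in edgeR). NCU09635 rose from 3.49 ± 0.983 CPM in WT to 614 ± 472 CPM in Δdim-5 (SD, n = 4), and NCU09604 from 10.1 ± 7.64 to 840 ± 258 CPM. NCU07152 rose from 0.17 ± 0.136 to 21.1 ± 5.17 CPM and NCU08570 from 0.136 ± 0.0956 to 12.8 ± 2.62 CPM. Among falls, NCU04907 went from 485 ± 125 to 0.67 ± 0.314 CPM (log2 fold change -9.56, SE 0.381, adjusted p = 7.1e-09). NCU04910 fell from 288 ± 100 to 5.19 ± 3.11 CPM, NCU09429 from 40.8 ± 39.3 to 0.766 ± 0.375 CPM and NCU09360 from 22.8 ± 1.51 to 0.249 ± 0.247 CPM. NCU08696 fell from 16.4 ± 2.2 to 0.169 ± 0.113 CPM (log2 fold change -6.36, SE 0.436, adjusted p = 6.14e-07). In ΔLGIIK9het25 the same gene NCU08696 was called higher than in WT, with a log2 fold change of 3.83 (SE 0.315, adjusted p = 1.87e-05). All 10 genes kept their calls and directions under every alternative that was run for them. They were not all separate, since some lay in stretches of tested genes that neighbour each other in the reference order and were called in the same direction. NCU04907 and NCU04910 lay in the same stretch of 6 genes, and NCU09429 began a stretch of 4. Stretches of 8, 7 and 4 genes had the rises of NCU09635, NCU07152 and NCU08570 as their largest, at log2 fold changes of 7.469, 6.701 and 6.354.

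**Figure D3:**
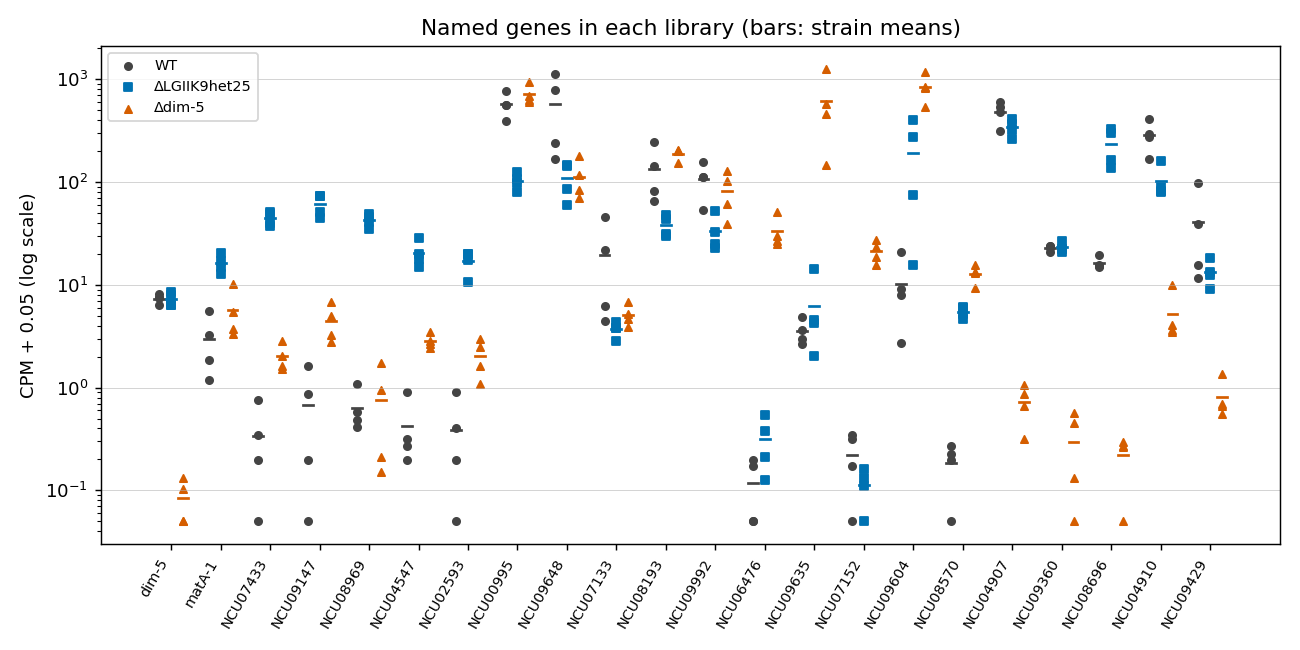
CPM of the genes named by the rule in each of the 12 libraries, with 0.05 added so that libraries at 0 appear on the log scale. Points are libraries, short bars are the means of the 4 libraries of a strain, and colour and symbol give the strain. The 5 rises that the rule named in ΔLGIIK9het25, from NCU07433 to NCU02593, stand above WT in all 4 of its libraries, and dim-5 and NCU08696 stand lowest in Δdim-5.

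The mutants were then compared with each other, which is the direct test of whether their effects differ. In edgeR 1423 genes were called between Δdim-5 and ΔLGIIK9het25, 750 higher and 673 lower in Δdim-5, and 908 of the calls were at least 2-fold. At an adjusted p under 0.01 the count was 637. Without ΔLGIIK9het25 replicate 4 it was 939. The balance of rises and falls was not stable. With library totals alone it was 586 higher and 788 lower. It was 455 and 545 without ΔLGIIK9het25 replicate 3, 439 and 500 without ΔLGIIK9het25 replicate 4, and 527 and 579 without Δdim-5 replicate 2. Of the 367 genes called in ΔLGIIK9het25 against WT, 197 were also called between the mutants.

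Calls against WT were shared by the mutants for 191 genes, which is 52% of the calls in ΔLGIIK9het25. Of these, 142 were higher in both, 29 lower in both and 20 went in opposite directions, so that 89.5% moved the same way. The shared count was 107 without WT replicate 4 and 119 without ΔLGIIK9het25 replicate 3. In place of the 29 shared falls there were 8 and 5 without WT replicates 3 and 4, 16, 8 and 7 without ΔLGIIK9het25 replicates 1, 3 and 4, and 19 and 14 without Δdim-5 replicates 3 and 4. With all libraries kept, there were 70 shared falls with DESeq2 and 17 with the filter at a mean of 5 CPM. There were 13 in fits of the compared strains alone and 3 at an adjusted p under 0.01. In place of the 20 opposite genes there were 6 to 13 without WT replicate 1, 2, 3 or 4 or ΔLGIIK9het25 replicate 1, 3 or 4. In 10000 shuffles of the Δdim-5 calls among genes of like expression, the shared count had a mean of 65.9 and a highest value of 92, and at most 89.2% moved the same way. The permutation p of the shared count was 1e-04, the smallest these shuffles can give. The shuffles do not keep the dependence that the shared WT libraries make, nor that between neighbouring genes. This p therefore speaks only against random placement of the calls. In 40 simulated data sets with the changes placed independently in the mutants, the shared count had a median of 38 and a highest value of 55. These simulations called a median of 279.5 and 1068.5 genes, fewer than the 367 and 1405 observed, so they understate the overlap that chance gives. Their share moving the same way had a median of 70% and a highest value of 92.1%, so the observed 89.5% lay within their range. In 40 simulated data sets in which no strain differed, the shared count was 0. Across genes, the log2 fold changes of the mutants against WT correlated with Pearson's r = 0.454 and Spearman's rho = 0.347. The shared WT libraries make such a correlation without any strain difference, and the simulated data sets with none had a median r of 0.51 with a range of 0.49 to 0.536. With changes placed independently in the mutants, the median r was 0.132 with a range of 0.104 to 0.166. The observed r was thus below the first range and above the second.

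**Figure D4:**
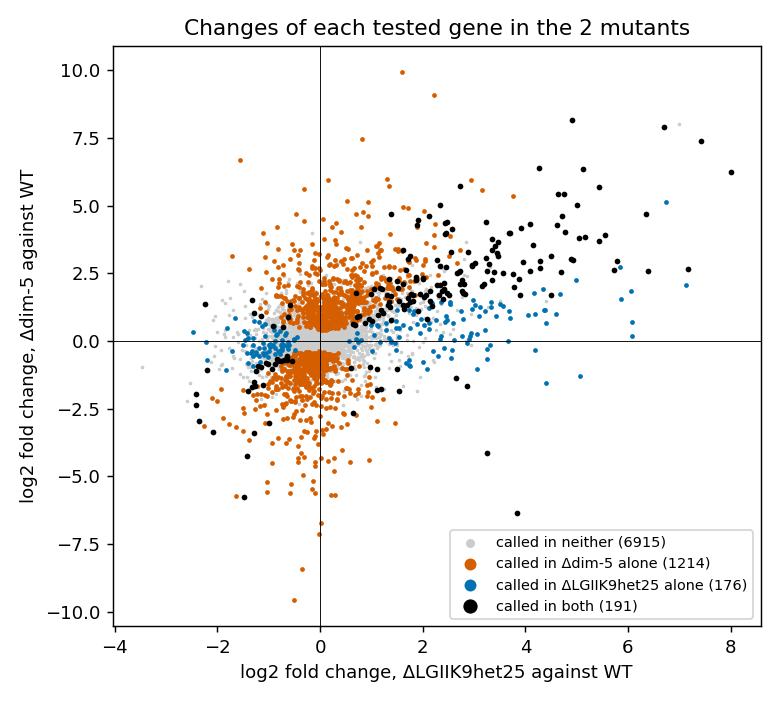
Log2 fold change against WT of each of the 8496 tested genes in ΔLGIIK9het25 (horizontal axis) and in Δdim-5 (vertical axis). Each point is a gene, coloured by the strains in which its adjusted p was under 0.05. Of the 191 genes called in both, 142 lie in the upper right and 29 in the lower left, while 20 lie in the other quadrants.

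Transcripts of the mating type A genes checked the mating type labels. The matA-1 gene (NCU01958) had 2.93 ± 1.94 CPM in WT, 16.2 ± 3.33 CPM in ΔLGIIK9het25 and 5.61 ± 3.11 CPM in Δdim-5 (SD, n = 4). It was called higher in ΔLGIIK9het25 than in WT (log2 fold change 2.45, SE 0.47, adjusted p = 0.00921 in edgeR), with all 4 libraries above the WT libraries. In Δdim-5 it did not differ from WT (log2 fold change 0.93, SE 0.461, adjusted p = 0.196), except without WT replicate 3, when the adjusted p was 0.0489. The matA-2 (NCU01959) and matA-3 (NCU01960) genes were removed by the filter on low counts, so no test of them is given. The matA-2 gene had 2 counts in WT, 47 in ΔLGIIK9het25 and 6 in Δdim-5, and matA-3 had 8, 51 and 14. For matA-2 the pooled ratio of ΔLGIIK9het25 over WT was 18.4, with a counting interval of 4.83 to 157. That of Δdim-5 over WT was 1.79, with an interval of 0.32 to 18.1.

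Of the 16 heterochromatin genes found, 0 were called in ΔLGIIK9het25 against WT by edgeR, adjusted over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there was 1, and DESeq2 called 1 and limma-voom 0. Their log2 fold changes ran from -0.40 to 0.45. In Δdim-5 2 genes were called, adjusted over all genes as well as adjusted over the list alone, which were dim-5 itself and the histone H1 gene hH1. The hH1 gene had 753 ± 47.3 CPM in WT and 484 ± 61.2 CPM in Δdim-5 (log2 fold change -0.64, SE 0.126, adjusted p = 0.00386).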

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

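All tests in this part were written down before their result was seen, and they were chosen after the outlying values had been seen. In groups of 4 libraries, a value is singled out here when its gap to the nearest other library as a share of the range of the group exceeds the 95% critical value of Dixon's test. Of 27 groups for library measures, 2 passed this limit, and of 52 groups for named genes on the log2 (CPM + 0.5) scale, 3 did. Chance singles out about 1 in 20 groups, which is about 1.4 and 2.6 here, so the number of such values is near what chance gives.

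The share of reads aligned to several places was 0.234% in replicate 2 of ΔLGIIK9het25, against 0.0964% to 0.119% in its other libraries. It was 0.251% in replicate 2 of Δdim-5, against 0.105% to 0.125%. If such a share came with a library that differs throughout, the library would correlate least with its own strain. In ΔLGIIK9het25, replicate 2 did have the lowest mean correlation with the other 3, at 0.958 against 0.969 to 0.973, so a difference of the whole library is a candidate explanation there. In Δdim-5, replicate 2 had a mean correlation of 0.958, where the other replicates had 0.956, 0.964 and 0.968, which does not decide the matter there. Leaving out ΔLGIIK9het25 replicate 2 gave 341 called genes against WT where 367 were called with it. Leaving out Δdim-5 replicate 2 gave 1065 where 1405 were called. No biological explanation was tested, since both libraries share their strain with libraries that lack the higher share.

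NCU08696 in Δdim-5 replicate 1 stood at -1 on the log2 (CPM + 0.5) scale, that is at 0 counts, where the other 3 libraries had 3 to 6 counts. Sampling of few counts may account for this, as the count of 0 had an exact binomial p of 0.238 given the other libraries. Without that library the fall of NCU08696 in Δdim-5 kept its call (log2 fold change -6.11, adjusted p = 2.27e-06 in edgeR).

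NCU04910 in Δdim-5 replicate 3 stood at 3.37 on that scale, with 9.85 CPM where the other libraries had 3.4 to 3.97 CPM. Its 186 counts gave an exact binomial p of 1.57e-20 given the other libraries. This p covers counting error only, and all libraries of a strain differed by more than that, so it does not tell why this one lay apart. What set this culture or library apart for this gene stays open, and no biological explanation was tested, since the strain is the same.

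The matA-2 gene in ΔLGIIK9het25 replicate 2 stood at -0.47, with 2 counts where the other libraries had 12 to 19. Its exact binomial p given the other libraries was 0.0118. This p covers counting error only and not the variation between cultures, and 3 such tests were run on values picked for lying apart, so it decides nothing for this library. This is the replicate that also correlated least with its strain. A lower level in that culture and a property of that library were not tested separately.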

How the results depend on the processing

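The alternatives were planned before the data were examined, except the covariate and the separate WT libraries, which were tests chosen after the result was seen. No named gene that was called reversed its direction under any alternative that was run for it. The dim-5 gene in ΔLGIIK9het25, which was not called, changed sign around 0 with upper-quartile factors, with the covariate, and without WT replicate 3 or ΔLGIIK9het25 replicate 3 or 4, reaching at most 0.06 on the log2 scale. The balance of rises and falls did turn under some alternatives, for Δdim-5 against WT with library totals alone, and between the mutants with library totals alone and with some libraries left out. Over the 26 named gene results, 618 of 648 alternative values stayed on the same side of the threshold, 28 lost significance (18 of them with a library left out) and 2 gained it. The 28 belonged to NCU09648, NCU07133 and NCU09992 in ΔLGIIK9het25. The 2 gains were matA-1 in Δdim-5 without WT replicate 3 and hH1 in ΔLGIIK9het25 with DESeq2 (log2 fold change 0.35, adjusted p = 0.0474).

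With all libraries kept, the stricter threshold moved the counts of called genes in all 3 comparisons by over 1.5 times, and DESeq2 and the filter at a mean of 5 CPM did so for ΔLGIIK9het25 against WT and for the shared genes. At an adjusted p under 0.01 the counts were 154 for ΔLGIIK9het25 and 687 for Δdim-5 against WT and 637 between the mutants. The 2-fold counts were then 147 and 571, and the mutants shared 67 genes. A stricter threshold removes calls by construction. DESeq2, which tested 9616 genes, called 645 genes in ΔLGIIK9het25, among them 366 of the 367 called by edgeR, and gave 328 shared genes. The cause was not tested. With DESeq2, 1 heterochromatin gene was called in ΔLGIIK9het25 where edgeR called 0. With only genes of a mean of at least 5 CPM, 7057 genes were tested, 196 were called in ΔLGIIK9het25, 157 of them at least 2-fold, and 109 were shared. All of the 196 were among the 367, and this filter leaves fewer genes to test.

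Scaling changed the counts by less than 1.5 times. Library totals alone moved the share of rises between the mutants from 52.7% to 42.6% and in Δdim-5 against WT from 54.4% to 46.3%. The covariate gave 358, 1193 and 1349 called genes. Thinning to the smallest total gave 314, 1301 and 1269, with 307 of the 367 and 1251 of the 1405 among them, so depth added some calls and did not make most of them. In the simulated data edgeR missed many 2-fold changes, so a gene without a call is not shown to be unchanged.

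Leaving out a library gave 216 to 402 called genes in ΔLGIIK9het25 against WT, lowest without WT replicate 4 (216), ΔLGIIK9het25 replicate 3 (221) and ΔLGIIK9het25 replicate 4 (244). Between the mutants the range was 939 to 1452, with 939 without ΔLGIIK9het25 replicate 4. The shared count ran from 107 (without WT replicate 4) to 191, with 119 without ΔLGIIK9het25 replicate 3. A fit with fewer samples has less power. In Δdim-5 against WT the range was 1061 to 1501. Genes shared in opposite directions, 20 in the report, numbered 6 to 23 with a library left out, 38 with DESeq2, 13 with the covariate, 13 with the filter at a mean of 5 CPM and 4 at an adjusted p under 0.01. Genes missing from ΔLGIIK9het25 by the count rule numbered 0, and 1 without ΔLGIIK9het25 replicate 2.

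The replicate numbers in the titles did not pair the libraries throughout, but a shared batch for some numbers is not ruled out. Replicate 1 of WT and of ΔLGIIK9het25 had deviations with r = 0.461, where pairs of different number reached 0.399. Their chi-square per degree of freedom was 29.15, under the smallest within WT, 34.27. Replicate 2 had the largest share of reads aligned to several places in each strain, at 0.124% in WT, 0.234% in ΔLGIIK9het25 and 0.251% in Δdim-5. Of the 12 pairs of libraries with the same number in different strains, 2 had deviations from their strain means that correlated above 0.1, with a mean r of 0.0608 across genes. The numbers in the names of the deposited files match for 5 pairs, of which 2 correlated above 0.1, with r from -0.0871 to 0.461. With the title number as a block the counts were 371, 1504 and 1467, and 196 genes were shared. NCU07133 and NCU09992 lost their calls in ΔLGIIK9het25 with the block (adjusted p = 0.0912 and 0.0605).

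Offsets for GC content and gene length, alone or with the block, and gene sets by genome position were not run, because they need a reference genome.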

Other observations

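Tests chosen after the result was seen in this part are those of the splits against WT and between the mutants, of the shared WT libraries, of the scaling, of reads outside genes and of library totals, of near-silent genes with separate WT libraries, and of stray matA-1 reads. The remaining tests were written down before their result was seen.

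Chance assignment of the libraries can be excluded at the 0.05 level for each count of called genes, though not far beyond it, since the smallest share that 35 splits can give is 0.0286. Other splits also mix the strains within a group, which widens the spread and lowers their counts. For each of the 3 comparisons, 1 of the 35 splits of its 8 libraries gave as many calls, namely the real one, and the same held for the 2-fold counts against WT. The next largest counts were 34 for ΔLGIIK9het25 against WT, 0 for Δdim-5 against WT and 9 between the mutants. For the genes called in both mutants, 1 of 100 drawn splits of the 12 libraries gave as many, again the real one, and the next largest gave 0.

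The correlation between the changes in the mutants remained when they shared no WT libraries. With separate WT libraries for each mutant, the correlation across genes had a median of 0.33 over the 6 assignments, with a range of 0.229 to 0.391. In 20 simulated data sets without any strain difference, treated alike, it ran from -0.0361 to 0.0516. This argues against the shared libraries as the whole cause. With all libraries thinned to one depth the median was 0.307. With separate WT libraries, and so with fewer of them per comparison, the mutants shared 45 to 70 called genes in 5 of the 6 assignments, and more but still fewer than 191 in the other. Over the 6, 77.1% to 93.2% of the shared genes moved the same way. A difference in handling between all WT libraries and all mutant libraries cannot be told apart from a shared effect of the mutations, because no label gives a batch and each strain was a single source. Of the 171 genes that moved the same way in both, 46 differed between the mutants, 24 with the larger change in Δdim-5 and 22 in ΔLGIIK9het25, so equal changes do not cover all of them. Differences in strain background are open too and were not tested.

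More genes rose than fell in ΔLGIIK9het25, at 71.4% of calls. The share of rises was at least 73% under the other scalings, 71.2% with the share of reads outside genes as a covariate and 71.7% with all libraries thinned to one depth. It was lower, at 66.4% and 66.3%, with DESeq2 and with a filter at a mean of 5 CPM, and ran from 65.1% to 85.1% with a library left out. The first 3 values argue against scaling, reads outside genes and larger library totals as the whole cause. Many of the rises came from near silence, with 111 genes under 1 CPM in WT that rose at least 2-fold, to a median of 3.23 CPM. If these were noise of genes near 0 counts, falls to under 1 CPM in the mutant would be about as frequent. There were 3. In 110 of the 111, every ΔLGIIK9het25 library stood above every WT library, though the genes were chosen by the same libraries. Of the 111, 63 were also called higher in Δdim-5 and 1 lower, a count that the shared WT libraries favour. With separate WT libraries for each mutant, 35.9% to 46.2% of the genes so chosen were called higher in Δdim-5 over the 6 assignments, where 10.4% to 16.4% of the other genes under 1 CPM were. Many of these rises were thus not peculiar to the strain labelled as lacking the region. An effect of lost heterochromatin common to both mutants and a state peculiar to the WT cultures, such as handling, both remain open.

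Called genes tended to lie beside each other in the reference order. In ΔLGIIK9het25, 46 adjacent pairs were called in the same direction, where 10000 shuffles among genes of like expression gave a mean of 10.5, with 17 at the upper end of their central 95%. In Δdim-5 there were 327 such pairs, where shuffles gave a mean of 120, with 140 at that end. Both had a permutation p of 1e-04, the smallest value these shuffles can give, with an adjusted p of 0.000167 over 10 tests. Reads shared between directly adjacent genes could give such pairs, since counting ignored strand. That reading predicts no excess at larger distances, yet at all 4 distances of 2 to 5 genes each mutant had more pairs than the shuffles, at a one-sided adjusted p under 0.05. In Δdim-5 there were 185 pairs at a distance of 5 genes, where shuffles gave a mean of 117. In ΔLGIIK9het25, which had fewer called genes, the excess was smaller in number of pairs but larger relative to the shuffled mean at each distance. There were 21 pairs at 2 genes, 16 at 4 genes and 20 at 5 genes. Shuffles gave means of 10, 9.79 and 9.64 (permutation adjusted p = 0.00162, 0.0362 and 0.00222). The 16 pairs at 4 genes equalled the upper end of the central 95% of the shuffles and did not exceed it. A run of 4 genes from NCU06163 to NCU06160 was called higher in both mutants. This run was chosen after its values were seen, and no fold change is given for it, since NCU06160 had 0 counts in every WT library. Domains of altered chromatin, clusters of genes with a common regulator, and linked stretches of another strain background are all candidate explanations, and the counts do not separate them.

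A joint rise of sexual development genes in ΔLGIIK9het25 was called by some set tests but not by all. Of the 12 genes on the list, 10 were higher than in WT, with a median log2 fold change of 0.62 and a mean of 0.93. Over 6 tests, the adjusted p was 0.00177 in fry and 0.00226 in camera with a preset correlation. It was 0.0771 in camera with an estimated correlation, so the call did not hold there and the joint rise stays undecided. Under the scalings tried, the median ran from 0.62 to 0.66. In Δdim-5 the median was -0.17 (adjusted p = 0.746 in fry and 0.858 in camera with an estimated correlation). Between the mutants the list was lower in Δdim-5, with a median of -0.81 (adjusted p = 0.00139 in fry and 0.0771 in camera with an estimated correlation). Its leading members, chosen after their values were seen, were the pheromone gene mfa-1 (NCU16992) and the pheromone receptor gene pre-1 (NCU00138). In ΔLGIIK9het25, mfa-1 had a log2 fold change of 2.41 (SE 0.381, adjusted p = 0.00295 in edgeR) and pre-1 had 1.76 (SE 0.238, adjusted p = 0.00104), and both kept their calls in each of the 12 fits that left out a library. The app gene was also called (log2 fold change 3.06, SE 0.791, adjusted p = 0.0459) but held in 3 of those 12 fits, which were those without WT replicate 3, ΔLGIIK9het25 replicate 3 or Δdim-5 replicate 2. In the other 9 the adjusted p reached 0.144, without ΔLGIIK9het25 replicate 1. These 3 were the only genes of the 12 called higher, and ccg-4 on the same list was not called (log2 fold change 0.86, SE 1.1, adjusted p = 0.808 in edgeR). The matA-1 gene rose in the same strain, but a common cause of these rises was not tested. A shift in mating functions stays a hypothesis for this strain, which an independent transformant could test. Asexual spore formation genes gave no call as a list. Their 14 genes had a median log2 fold change of 0.33 in ΔLGIIK9het25 (adjusted p = 0.494 in fry, 0.806 in camera with an estimated correlation) and of 0.27 in Δdim-5 (0.494 and 0.858). Between the mutants the median was -0.08 and the mean 0.13, which differ in sign (adjusted p = 0.932 in fry).

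Transcripts of matA-1 were counted in every Δdim-5 library, at 3.28 to 10.1 CPM, although the strain carries the label "mat x". Stray reads from the other strains' libraries could bring such counts. The 3 dim-5 counts in Δdim-5 allow a stray share from ΔLGIIK9het25, the strain with the most matA-1, of at most 1.86%, the upper end of a 95% counting interval. That share would give 0.301 CPM of matA-1, which is far under the lowest library. Stray reads at that rate are therefore unlikely to be the source. The mean matA-1 level in Δdim-5, 5.61 CPM, was not below the 2.93 CPM of WT, which is labelled as mating type A. These counts therefore do not set Δdim-5 apart from a strain of mating type A. Reads from overlapping transcripts at this gene remain open, and mating type a sequences were not analysed here.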
